A study of Mus musculus with 8 samples. Its data were reported in "YTHDF2 inhibition potentiates radiotherapy anti-tumor efficacy" (2023).

How the data were processed

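The study sorted CD45+CD11b+Ly6Chi cells, the surface phenotype of monocytic myeloid-derived suppressor cells (mMDSCs), from MC38 colon carcinomas or from the blood of the tumor-bearing mice. Tumors were left untreated or received 1 dose of 20 Gy ionizing radiation (IR), and cells were collected 3 days later. Each of the 4 droplet libraries (tumor control, tumor IR, blood control, blood IR) mixed cells of wild-type mice (WT, floxed Ythdf2 without Cre) and of Ythdf2 conditional knockout mice (cKO, floxed Ythdf2 with Cre at the Lyz2 locus, which is active in myeloid cells). Before mixing, the cells of each genotype were stained with 1 of 2 hashtag antibodies that carry an oligonucleotide (TotalSeq B0301 for WT, B0302 for cKO), so that a droplet's genotype can be read from its hashtag counts. Cells of 5 mice were pooled per genotype, tissue and treatment, so each of the 8 groups was 1 sample without replicates.

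The deposited values were raw counts. Per the file headers and the methods, the authors used Cell Ranger on libraries of the 10x Genomics 3′ v3.1 chemistry, with the mouse mm10 reference and the GENCODE vM23 annotation, and deposited counts of unique molecular identifiers (UMIs) per feature and barcode, with no normalization. The file headers named Cell Ranger 4, and the methods named a later version. Each matrix held 32285 genes and 2 hashtags. All barcodes with a count were present, not only those called as cells, so cell calling, hashtag assignment, doublet removal and clustering were repeated from the raw counts. Each matrix was taken to hold the mRNA library and the hashtag library of the same droplets, since both kinds of feature were listed in it. Gene positions came from GENCODE vM21, which is on the same genome build (mm10) but is another annotation release, and 58 of 58 named genes were matched in it by identifier.

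Gene UMIs per matrix were 87703837 in tumor control, 81601307 in tumor IR, 51731085 in blood control and 51653956 in blood IR. Cells were called by an order-of-magnitude threshold, 1/10 of the UMI count at the 99th percentile of the top 8000 barcodes, which came to 4294, 2687, 1895 and 2090 UMIs in the same order. Barcodes below it with at least 500 UMIs were tested against the ambient profile, the summed UMIs of the barcodes ranked 45000 to 90000, with 10000 simulated barcodes and a Benjamini-Hochberg level of 0.01. This test added 6031, 3172, 838 and 731 barcodes. As in the methods, barcodes with fewer than 200 genes or over 25% mitochondrial UMIs were removed, which left 12437, 12520, 9280 and 8251 barcodes.

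Hashtags were assigned with HTODemux of Seurat 5.3.0 at its 0.99 quantile. HTODemux failed on barcodes without hashtag UMIs, which were numerous in the tumor matrices, and a minimum of 20 hashtag UMIs was therefore added after the data had been examined. It left 5313, 7724, 9275 and 8246 barcodes. HTODemux called 300, 393, 748 and 592 of these doublets and 433, 1227, 17 and 3 negative, and both kinds were removed. The methods used DoubletFinder at an assumed rate of 6%, which was not used here. Scrublet scores (scanpy 1.11.5) stood in for it. The threshold that Scrublet set by itself marked at most 4 barcodes per library, so it had not worked, and the 6% of barcodes with the highest scores in each library were removed instead. Those barcodes made up 27.3% to 35.8% of the hashtag doublets and 3.38% to 5.21% of the barcodes with 1 hashtag. In all, 25689 cells were kept.

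Kept cells of all 8 groups were clustered together with Seurat as the methods describe. Genes found in more than 3 cells were log-normalized, 2000 variable genes were selected (vst) and scaled, and 40 principal components fed a shared nearest neighbor graph and Louvain clustering. The resolution was not given in the sources used here, and Seurat's default of 0.8 was used. The 22 clusters were named from fixed lists of marker genes for 15 classes, since the authors' annotation was not used here. A marker counted as raised where at least 25% of a cluster's cells held a UMI and its depth-scaled UMI counts (CPM, with 5 added) were at least 2 times those of all other cells. A cluster took the name with the most raised markers, written as "X-like". It stayed unnamed with fewer than 3 raised markers, with more markers of another class among its 10 leading genes, or with low UMI counts and no marker among these. The thresholds for naming were set after the data had been examined.

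Cells are not replicates, and no test, p-value or standard error was computed. UMIs were summed per group and divided by the group's gene UMIs to give CPM, and groups were compared as the log2 ratio of CPM after adding 1 UMI, scaled to the depth of the group, to each sum. Exact Poisson intervals accompany CPM, exact conditional binomial intervals accompany ratios, Clopper-Pearson intervals accompany shares of cells, and Newcombe intervals accompany differences of shares. All are at the 95% level and cover counting error only, not the variation between mice. The 8 contrasts were IR against control in WT and in cKO, and cKO against WT in control and in IR, each in blood and in tumor. A gene was counted as past the limit where the 2 sums held at least 100 UMIs and the log2 ratio was at least 1 in size. The median log2 ratio of each of 7 fixed gene lists was set beside 10000 random lists of the same size matched on mean expression, and its percentile among them describes these libraries only. The median of 1 of these lists and the values of 1 gene named by the rule below are not reported here. Intervals of list medians came from 1000 Poisson draws of the counts.

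Genes named in the report followed a rule set before the data were examined, as were the contrasts, the limits, the gene lists, the marker lists and the alternatives other than those listed below as added. Named were the genes that check labels, sex and strain, the genes that the study discusses, the 3 genes with the largest rise and the 3 with the largest fall in each contrast, and the genes past the limit in the same direction in all 4 comparisons of cKO with WT. A gene named beyond this rule is marked as chosen after its values were seen.

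The alternatives were cell calling by the order-of-magnitude threshold alone, every barcode with at least 500 UMIs and 200 genes, at most 10% mitochondrial UMIs, a hashtag margin rule (at least 10 hashtag UMIs and 4 times the other hashtag), no Scrublet removal, Louvain resolutions of 0.4 and 1.2, TMM factors (edgeR 4.0.16), UMIs of the neutrophil-like, monocyte-like or macrophage-like cells alone, subtraction of the ambient profile, a minimum of 20 UMIs over the 2 sums, and no added UMI. Classes with fewer than 100 cells in either group of a contrast were left out of it. The ambient share to subtract was estimated from myeloid marker UMIs in lymphoid-like cells and came to 2.67% in blood control, 5.20% in blood IR, 2.76% in tumor control and 4.09% in tumor IR. Added after the data had been examined were a hashtag midpoint rule (the log2 ratio of the 2 hashtags split between the centres of 2 groups, leaving out 1/6 of their distance on each side), clustering without Ythdf2, Lyz1 and Lyz2, the addition of each tumor cell's UMIs in the other tumor matrix, and a pooled comparison in tumor without the hashtag minimum.

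The contrast step was tested on simulated data before use, with counts drawn from the real means and 200 genes changed by known folds. Of these, 199 were recovered past the limit in the contrast of IR with control in WT tumor (10053 genes) and 200 in each of the other 7 contrasts (9472 to 10497 genes). At most 1 unchanged gene passed the limit in any contrast, and 95% intervals covered the simulated ratio in 95.1% to 96.1% of genes. The draws were Poisson counts, and every planted change lay past the limit. UMIs concentrated in few cells, as found below for several genes, were not simulated. These values therefore check the calculation and do not show how often genes pass the limit falsely in the real data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, matplotlib 3.10.9, R 4.3.3, Matrix 1.6.5 and version 1.17.8 of the data.table package were used. RIP-seq, m6A-seq and the CD45+ single-cell data of the study were not analysed here.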

Results

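Gene and hashtag UMIs of sorted CD45+CD11b+Ly6Chi cells were analysed from 4 droplet libraries, taken from MC38 tumors or blood of tumor-bearing mice with or without 20 Gy of IR 3 days earlier. The 2 hashtags divided each library into cells labelled WT and cells labelled Ythdf2-cKO, which gave 8 groups. Each group was 1 pool of mice in 1 library, so no error within a group could be estimated. An error of the genotype effect across the 4 libraries was not computed, and every interval given here covers counting error only. After filtering, 4513 WT and 3709 cKO cells were kept in blood control, 3983 and 3345 in blood IR, 2351 and 2002 in tumor control, and 3075 and 2711 in tumor IR. The largest move came from the hashtag rule, since the margin rule left 996 WT cells in tumor control. In blood, cell calling moved the numbers most, for example to 4501 WT cells in blood IR with every barcode of at least 500 UMIs. Kept cells held a median of 2974 UMIs in blood control, 3011.5 in blood IR, 7299 in tumor control and 6220 in tumor IR.

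Ythdf2 was examined first, because it is the gene deleted in the cKO mice. Ythdf2 (ENSMUSG00000040025) is a protein-coding gene on the reverse strand of mouse chromosome 4 at positions 132184912 to 132212303 (mm10). Its UMIs went against the label. In blood control, Ythdf2 was at 31.1 CPM in the cells labelled WT and 303.1 CPM in the cells labelled cKO, a log2 ratio of 3.28 (95% interval 3.17 to 3.41). The ratio was 3.34 (3.23 to 3.45) in blood IR, 2.95 (2.86 to 3.05) in tumor control and 2.79 (2.70 to 2.89) in tumor IR. The libraries counted tags near the 3′ end of transcripts. Tags outside the deleted part of a gene check nothing about a deletion, so these counts show neither loss nor gain of YTHDF2 protein. WT and cKO therefore name hashtag labels throughout, also where they stand alone. UMIs of the macrophage-like cells alone moved the ratio most, to 3.50 in tumor control.

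Lyz2 served as the second check of the labels, since Cre is inserted at its locus. Lyz2 (ENSMUSG00000069516) lies on the reverse strand of chromosome 10 at 117277331 to 117282321. It fell from 14369 CPM in the cells labelled WT to 86.0 CPM in the cells labelled cKO in blood control, and from 14179 to 80.2 CPM in blood IR. In tumor it fell from 6889 to 49.7 CPM in control and from 5596 to 57.2 CPM after IR. The log2 ratios were −7.38, −7.47, −7.11 and −6.61. Its paralog Lyz1 (ENSMUSG00000069515, chromosome 10 at 117287797 to 117292868, reverse strand) rose, with log2 ratios of 3.95, 5.43, 5.22 and 4.99 in the same order. The 2 genes are near copies, and counts of either are uncertain where a read could match both. The plot of label genes shows the CPM of Lyz2 and Ythdf2 per group.

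**Figure D1:**
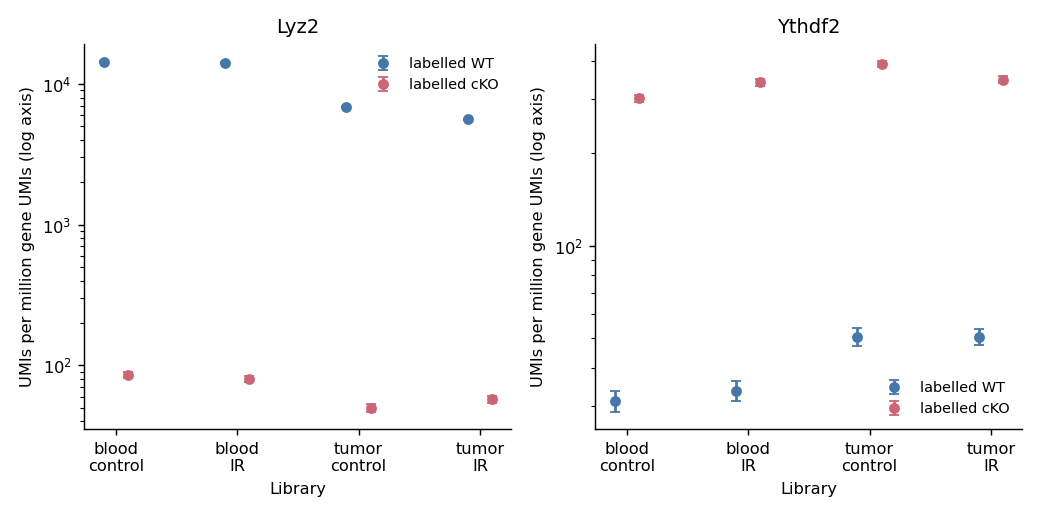
CPM (log axis) of Lyz2 (left) and Ythdf2 (right) in the 4 libraries, with blue points for cells labelled WT and red points for cells labelled cKO, and exact Poisson 95% intervals as bars. In every library Lyz2 is lower and Ythdf2 is higher in the cells labelled cKO, with Ythdf2 between 303.1 and 390.6 CPM against 31.1 to 50.4 CPM in the cells labelled WT.

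Across the 4 comparisons of cells labelled cKO with cells labelled WT, 8680 genes held at least 100 UMIs each time. Of these, 1857 had the same direction every time at any size, and 4 passed the limit of 1 on the log2 scale in the same direction every time. These 4 were Lyz2, Lyz1, Ythdf2 and Cd209a, a dendritic cell gene on chromosome 8 at 3743397 to 3748984. With the signs of the comparisons flipped in each of the 7 other possible patterns, 0 genes passed. Cd209a had log2 ratios of −1.10 and −1.01 in blood control and blood IR and −1.66 and −1.30 in tumor control and tumor IR. The fall in tumor depended on the hashtag rule, because the margin rule gave 0.40 in control and 0.99 after IR. The midpoint rule gave 0.25 after IR. The fall was kept in 8 of 9 alternatives in control tumor and in 7 of 9 after IR.

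The tumor matrices contained barcodes of each other. Of 13144 barcodes with at least 500 UMIs in tumor control, 7327 (55.7%) had fewer than 20 hashtag UMIs, and so did 4958 of 12927 (38.4%) in tumor IR. In each blood matrix there were 11. Of the 7327 barcodes in tumor control, 7325 carried hashtags in tumor IR, and of the 4958 in tumor IR, 4955 carried hashtags in tumor control. At most 25 of either set carried hashtags in a blood matrix. The same barcode held a median of 0.589 times as many UMIs in tumor control as in tumor IR for the first set, and 0.454 times as many in tumor IR as in tumor control for the second. Summed over these barcodes, 0 of 11038 and 0 of 11368 genes differed by more than the limit between the matrices. Against the hashtag-bearing barcodes of their own matrix, 1257 and 1298 genes did. The hashtag minimum removed these barcodes from all further comparisons. With both genotypes pooled, IR against control in tumor gave 1918 genes past the limit, 408 higher and 1510 lower. Without the hashtag minimum it gave 11, 1 higher and 10 lower, and 8 of the 1918 were among them.

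**Figure D2:**
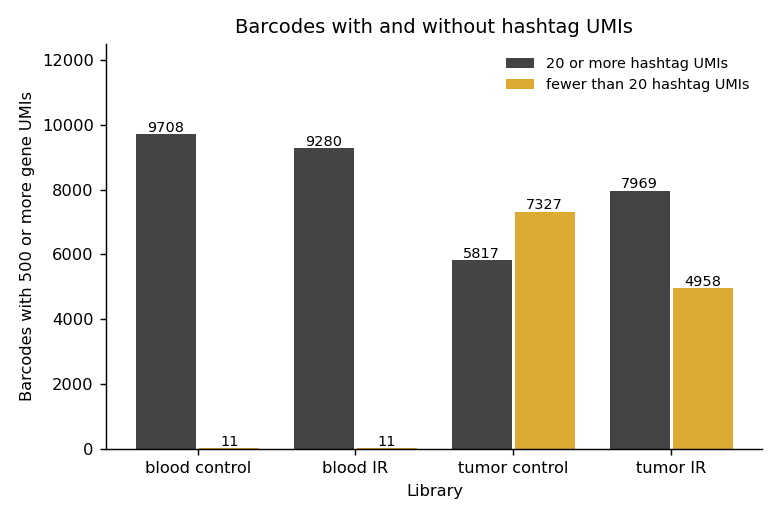
Number of barcodes with at least 500 gene UMIs in each library (vertical axis), with dark bars for barcodes with 20 or more hashtag UMIs and yellow bars for barcodes with fewer. Barcodes with few hashtag UMIs number 7327 in tumor control and 4958 in tumor IR, against 11 in each blood library.

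The study asked how IR and loss of YTHDF2 shift the makeup of these cells. The 25689 kept cells formed 22 clusters, of which 20 were named. Clusters 5 and 8 stayed unnamed, and in tumor they held 32.4% of the WT and 21.7% of the cKO cells in control and 30.9% and 18.6% after IR. In blood they held at most 1.33% of any group. Names were rebuilt from marker lists, so the classes need not equal those of the study. All shares are shares of cells that passed a sort for CD11b and Ly6C.

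In blood, neutrophil-like cells were the largest class. They made up 67.7% of the cells labelled WT (95% interval 66.3 to 69.1) and 67.0% of those labelled cKO (65.5 to 68.5) in control, and 71.4% (69.9 to 72.8) and 71.2% (69.6 to 72.7) after IR. The rise after IR was 3.66 percentage points (1.70 to 5.62) in WT and 4.12 points (1.97 to 6.27) in cKO. Differences between the genotypes in the class as a whole, −0.689 and −0.227 points, were within counting error, but different clusters held it. In blood control, cluster 0 held 2080 of 3056 neutrophil-like cells labelled WT and 902 of 2486 labelled cKO, and cluster 11 held 25 and 411. Monocyte-like cells rose with IR by 3.37 points (1.80 to 4.95) from 14.6% in WT and by 4.54 points (2.83 to 6.25) from 13.7% in cKO. Nonclassical monocyte-like cells changed with both factors. They made up 7.91% of WT and 14.4% of cKO cells in control, and 5.52% and 7.83% after IR. They fell with IR by 2.39 points in WT and by 6.54 points in cKO, and were higher in cKO by 6.46 points (5.09 to 7.85) in control and by 2.31 points (1.16 to 3.48) after IR. Louvain resolution 1.2 moved these differences most, and it turned the difference between the genotypes after IR to −0.254 points. At resolution 0.4 no cluster took either monocyte name.

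In tumor, macrophage-like cells made up 49.2% of WT (47.1 to 51.2) and 58.1% of cKO cells (55.9 to 60.3) in control, and 48.9% (47.1 to 50.7) and 67.1% (65.3 to 68.9) after IR. The difference between the genotypes was 8.97 points (interval above 0 and up to 11.9) in control and 18.2 points (15.7 to 20.7) after IR. IR moved the WT share by −0.260 points (−2.94 to 2.42), but 6 of 9 alternatives gave falls of more than 10 points, down to −20.7. Names changed with the setting: 8 WT and 0 cKO cells of irradiated tumor were monocyte-like, but 603 and 452 at resolution 1.2 and 787 and 645 when clustered without Ythdf2, Lyz1 and Lyz2, against 37 and 15 and 44 and 16 in control tumor. With at most 10% mitochondrial UMIs they were 824 and 322 after IR against 578 and 303 in control, and with the margin rule 505 and 757 against 75 and 318. IR raised the cKO share by 8.99 points (6.20 to 11.8). Different clusters held most of the class: cluster 4 held 723 of 1156 macrophage-like cells in WT control and 590 of 1164 in cKO control, and cluster 2 held 1017 of 1504 in WT and 1174 of 1820 in cKO after IR. These differences rested on the hashtag rule and the clustering. The margin rule for hashtags moved the differences between the genotypes most, to −16.3 points in control and 1.73 points after IR. The rise with IR in cKO became −14.5 points with the midpoint rule, and clustering without Ythdf2, Lyz1 and Lyz2 gave the −20.7 points in WT. Of the 4 differences, those of IR in WT and of cKO against WT after IR kept their sign in all 9 alternatives.

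Neutrophil-like cells were rare in control tumors, 0.553% of WT and 1.25% of cKO cells, and rose after IR to 10.6% (9.50 to 11.7) of WT and 5.31% (4.50 to 6.22) of cKO cells. The difference between the genotypes was 0.696 points (0.135 to 1.33) in control and −5.26 points (−6.64 to −3.88) after IR. After IR, cluster 12 held 320 of 325 of them in WT and 144 of 144 in cKO. Its cells held a median of 1950.5 UMIs, so a threshold on UMIs changes this class. With the order-of-magnitude threshold alone, the 2 differences were 0 and −0.958 points. Dendritic cell-like cells made up 6.93% of WT and 4.65% of cKO cells in control tumors, and 4.81% and 5.35% after IR. Fibroblast-like cells, which the sort should not hold, made up 4.04% and 9.79% in control and 2.41% and 0.922% after IR. They held a median of 28811 UMIs, so doublets with immune cells were weighed. Those labelled WT held Lyz2 at 160 CPM, against 6207 CPM in macrophage-like cells. The log2 ratio of Ythdf2 in cKO against WT was −0.11 (−0.34 to 0.12) in fibroblast-like cells, against 3.25 in macrophage-like cells. These values argue against doublets with macrophage-like cells as the main source, and doublets with other immune cells stay open. NK cell-like cells made up at most 4.81% of any group, and whether they carried the sorted CD11b and Ly6C was not tested.

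**Figure D3:**
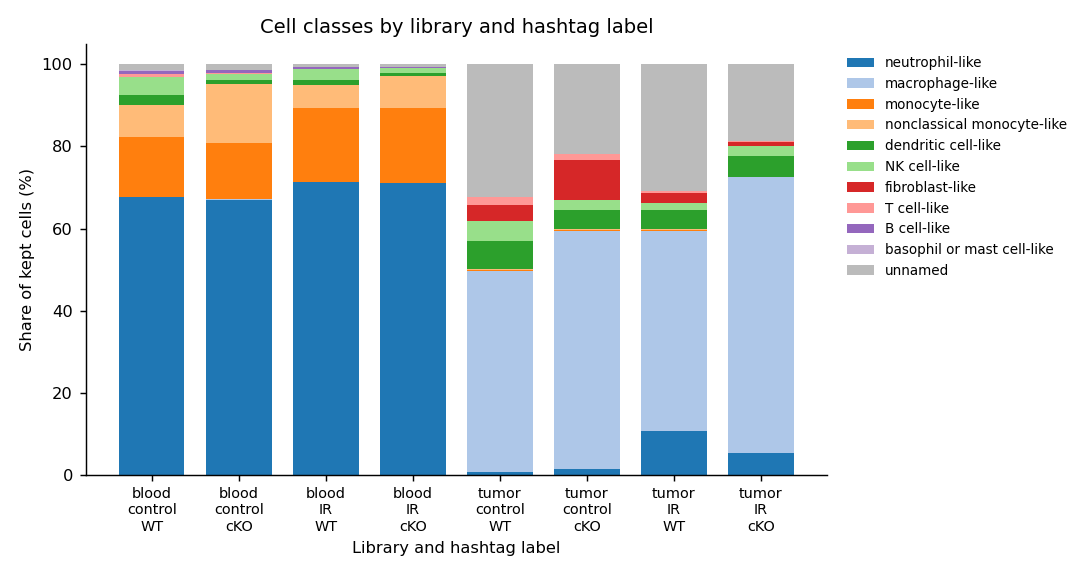
Share of kept cells (%) in each class, stacked to 100% for each of the 8 groups along the horizontal axis, with colors for classes and gray for the unnamed clusters. Neutrophil-like cells fill 67.0% to 71.4% of the blood groups, and macrophage-like cells fill 48.9% to 67.1% of the tumor groups.

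The study also asked whether loss of YTHDF2 shifts the irradiated tumor in the direction opposite to IR. Over the 18 clusters with tumor cells, the share change of WT+IR against WT was set beside that of cKO+IR against WT+IR. Pearson's r was 0.136 (−0.00865 to 0.272 when cells were redrawn from their own groups) and Spearman's rho was −0.0289. Clusters are not independent samples. The 2 changes had opposite signs in 8 clusters and the same sign in 9. Both counts include clusters whose change with IR in WT lay within counting error. Examples are clusters 1 and 3 among the opposite ones, and clusters 0, 6 and 15 among the others. Clusters 2, 4 and 12 moved most with IR in WT. Cluster 2 rose in both contrasts (21.8 and 10.23 points). Signs were opposite in cluster 4 (−16.28 and 6.997 points) and cluster 12 (10.02 and −5.09 points). Cluster 5 fell in both (−1.696 and −13.08 points). Both contrasts contain WT+IR with opposite signs, so chance alone allows a wide range: with cKO+IR drawn from the WT+IR shares, r had a median of −0.0329 and a 95% range of −0.822 to 0.797. With cKO+IR drawn from the WT control shares, the median was −0.997. The sign of r was not stable. Of 10 alternatives that kept these 2 contrasts, 7 gave a negative r, down to −0.576 with the margin rule for hashtags, and the highest was 0.232 without Scrublet removal. Without a shared group, IR against control in cKO and in WT gave r = 0.853 and rho = 0.866. In size, 32.2% of cells would have to change cluster between WT control and WT+IR, and 21.5% between WT+IR and cKO+IR. The figure was 22.6% between WT and cKO without IR, where counting error alone gives 3.67%.

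**Figure D4:**
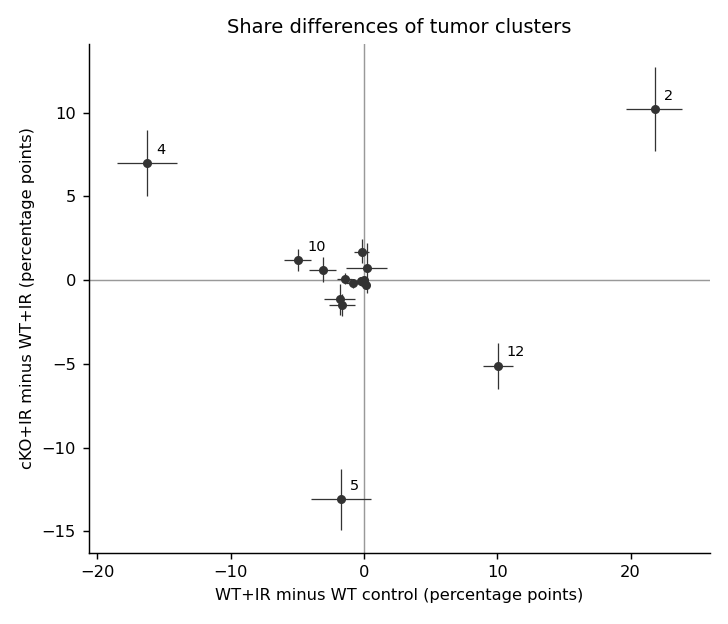
Change in the share of each tumor cluster (percentage points), with WT+IR minus WT control on the horizontal axis and cKO+IR minus WT+IR on the vertical axis, 95% Newcombe intervals as bars, and cluster numbers beside points that moved by more than 4 points. The points do not line up along a falling diagonal, and r is 0.136.

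IR against control in the cells labelled WT gave 123 genes past the limit in blood (33 higher, 90 lower) and 528 in tumor (259 higher, 269 lower). In the cells labelled cKO it gave 127 in blood (40 and 87) and 2089 in tumor (491 and 1598). Cells labelled cKO against cells labelled WT gave 218 in blood control (74 and 144), 71 in blood IR (14 and 57), 486 in tumor control (348 and 138) and 140 in tumor IR (29 and 111). These are counts of genes past a size rule, not of tested genes. A minimum of 20 UMIs moved the counts most among settings that used all cells, for example from 140 to 462 for cKO against WT in tumor IR. Macrophage-like cells alone gave 1073 (410 higher, 663 lower) for IR in cKO tumor and 509 (254 and 255) for IR in WT tumor. Fibroblast-like cells, with a median of 28811 UMIs, numbered 196 of 2002 cells in cKO control tumor and 25 of 2711 after IR. In WT they numbered 95 of 2351 and 74 of 3075. The mix of classes in the sums over all cells therefore changed, and the 1598 lower genes could partly reflect it. How many of them do was not tested, nor how many of the 348 higher genes of cKO against WT in control tumor. Scaling changed the split in 3 tumor contrasts. With TMM factors, the share of higher genes was 65.9% instead of 49.1% for IR in WT (326 higher, 169 lower), 36.7% instead of 23.5% for IR in cKO (728 and 1257), and 59.1% instead of 71.6% for cKO against WT in control (254 and 176). The median log2 ratio of all counted genes was −0.13 for IR in WT and −0.17 for IR in cKO with CPM, and 0.01 and 0.03 with TMM factors.

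The interferon response list rose after IR in tumor. Its median log2 ratio was 2.71 (2.66 to 2.78) in WT and 3.70 (3.56 to 3.82) in cKO, at percentile 100 of 10000 random lists in both cases, with 13 of 13 measured members higher. In blood the medians were 0.52 and 0.63, again at percentile 100. Without IR the list was lower in the cells labelled cKO than in those labelled WT, by a median of −0.99 (−1.10 to −0.87) in tumor and −0.41 in blood. After IR the difference was −0.08 (−0.11 to −0.04, percentile 4.39) in tumor and −0.20 in blood. The UMIs of monocyte-like cells alone moved its median for IR in WT blood most, to −0.23.

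The NF-κB target list, taken up because the study links YTHDF2 to NF-κB signaling, moved less. In blood it fell with IR by 0.26 in WT and by 0.40 in cKO. In tumor it rose with IR in WT (0.25, 0.21 to 0.30), and its median in cKO was −0.07, which TMM factors turned to 0.12. It was lower in cells labelled cKO than in those labelled WT in blood (−0.25 in control, −0.12 after IR), higher in tumor control (0.61, 0.55 to 0.65, 14 of 15 members) and level in tumor IR (0.00, −0.09 to 0.01).

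The proliferation list rose with IR in blood, with medians of 1.94 in WT and 1.96 in cKO, and fell with IR in tumor, by 0.49 in WT and by 2.68 in cKO. All its members but Top2a are genes that the study gave as specific to a blood cluster of these same data. The list is therefore not independent of them. It was higher in the cells labelled cKO in tumor control (1.13) and lower in tumor IR (−1.04, 0 of 8 members higher). In blood it was higher in cKO by 0.43 in control, where 3 of 8 members were measured, and by 0.60 after IR. The MHC class II list fell with IR in blood (−0.62 in WT, −0.64 in cKO) and in WT tumor (−0.67), and its median in cKO tumor was −0.14, which TMM factors turned to 0.06. Against WT, the cells labelled cKO had medians of −0.50 in tumor control, 0.15 in tumor IR, 0.06 in blood control and 0.05 in blood IR, where TMM factors gave −0.00. The p53 target list stayed between −0.09 and 0.36, and its largest median was that of IR in cKO tumor. The list of chemokines and receptors named by the study (Ccl2, Ccl5, Cxcl16, Ccr7 and Ccr2) fell with IR in WT blood (−0.58) and moved by 0.13 in cKO blood, 0.04 in WT tumor and 0.58 in cKO tumor. Against WT, it was at −1.21 in blood control, −0.38 in blood IR, −0.34 in tumor control and 0.41 in tumor IR.

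**Figure D5:**
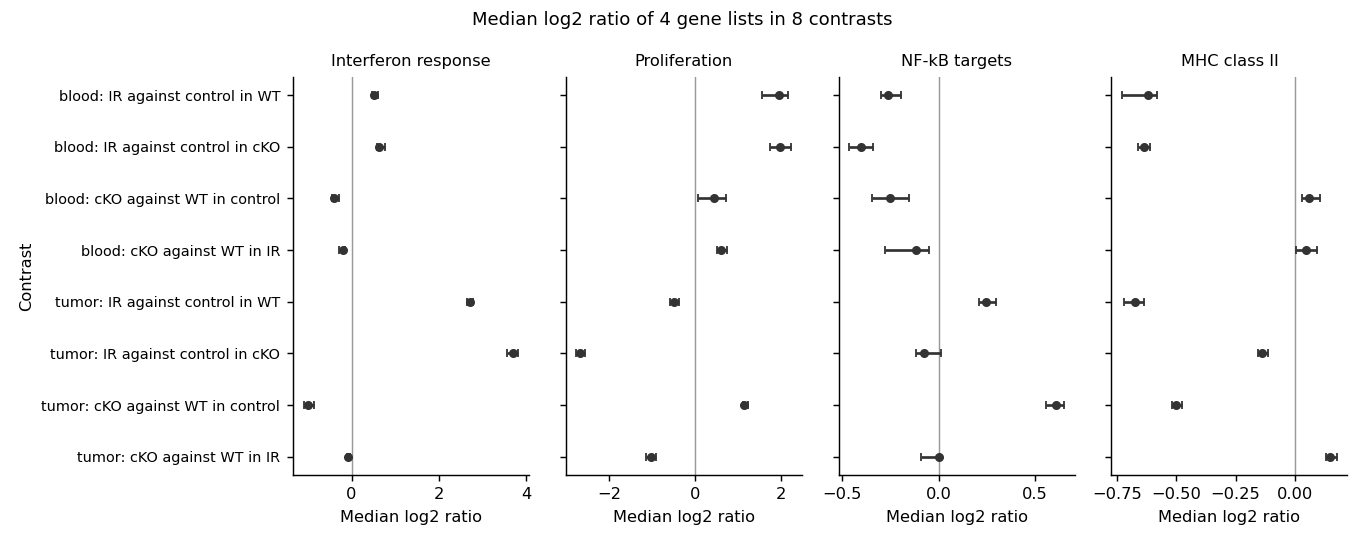
Median log2 ratio of CPM (horizontal axis) of 4 gene lists in the 8 contrasts (vertical axis), with bars for the 95% range of Poisson draws. The interferon response list reaches 3.70 for IR in cKO tumor, and the proliferation list lies at 1.94 and 1.96 for IR in blood and at −0.49 and −2.68 for IR in tumor.

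Whether IR raises Ythdf2 in these cells was examined within each genotype. The study reported the rise in YTHDF2 protein, by flow cytometry and immunoblots, and in mRNA by qPCR of sorted MDSCs. The values here are 3′ tags summed over all kept cells and do not measure protein. The mix of cells changed too: neutrophil-like cells, with 15.2 CPM of Ythdf2 in WT, rose from 0.553% to 10.6% of WT tumor cells with IR. In the cells labelled WT, the log2 ratio of IR to control was 0.11 (−0.04 to 0.27) in blood and −0.00 (−0.13 to 0.13) in tumor. The tumor value had no stable sign: the midpoint rule for hashtags gave −0.24 and TMM factors gave 0.13. The cells labelled cKO gave 0.17 (0.12 to 0.22) in blood and −0.16 (−0.21 to −0.12) in tumor, where TMM factors gave 0.03 and macrophage-like cells alone gave −0.59.

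Among the genes that the study discusses, Rsad2 and Cmpk2 (neighbors on chromosome 12 at 26442746 to 26456452 and 26469204 to 26479837) rose with IR in tumor, by 2.71 and 2.64 in WT and by 4.08 and 3.96 in cKO. Without IR they were lower in the cells labelled cKO (−1.47 and −1.04). After IR the differences between the genotypes were −0.09 and 0.28. Both belong to the interferon list, and the study named them as high in a cluster of these same data. Arg1 (chromosome 10 at 24915221 to 24927484) was at 1683 CPM in WT control, 2601 in cKO control, 2949 in WT+IR and 4899 in cKO+IR tumors, and it held at most 9 UMIs in any blood group. Its log2 ratio of cKO to WT was 0.63 in control tumors, which the margin rule for hashtags reduced to −0.00, and 0.73 after IR. Inhba rose with IR in tumor by 0.75 in WT and 1.76 in cKO, and Ly6c2 by 1.67 and 2.77. Il10 fell by 2.02 and by 2.21. Ccl5 went in opposite directions after IR, −0.96 in WT and 1.08 in cKO, and Ccr7 rose by 0.35 in WT and 2.15 in cKO. Over the alternatives, Ccl5 ranged from −1.01 to −0.31 in WT and from 1.03 to 1.53 in cKO. These sums cover all classes. NK cell-like cells fell from 4.81% to 1.72% of WT tumor cells with IR. Cluster 18, a dendritic cell-like cluster with Ccr7 among its leading genes, held 17 cKO cells in control tumor and 71 after IR. A different mix of classes stays open for both genes. Ccl2 had log2 ratios of 0.85 in WT and −0.12 in cKO tumors. Vegfa had log2 ratios of 0.00 and 0.53 after IR, and Nr4a1 of 0.02 and −0.53. Itgam, which encodes the sorted CD11b, rose by 0.61 in WT and by more in cKO. For Nfkb1, Rela, Metrnl, Smpdl3b, Tnfaip8l2 and Socs3, every ratio in the 8 contrasts was within 0.67 of 0.

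The largest single-gene changes often rested on few cells. Immunoglobulin genes led the rises for IR in WT tumor and in cKO blood. Igkc rose by 10.38 on the log2 scale with IR in WT tumor, and 1 cell held 99.5% of its UMIs there. Igha rose by 9.24 with IR in cKO blood, with 99.8% of its UMIs in 1 cell. Jchain followed the same pattern in both groups. Hbb-bs was higher by 8.50 in cKO than in WT control tumors, with 99.1% of its UMIs in 5 cells, and Hba-a2 fell from 205 UMIs to 0 with IR in cKO tumor. Elane and Mpo rose in WT blood by 5.13 and 4.75, with 87.5% and 96.3% of their UMIs in 1 cell. Il4, Mcpt8, Ifng, Xcl1, Hbb-bt and 9130015A21Rik were likewise concentrated, with at least 77.2% of their UMIs in 5 cells. Slfn4 (5.46), Ifit1bl1 (4.57) and Ifit3b (4.12), the largest rises with IR in cKO tumor, were spread more widely. Slfn4 UMIs came from 1322 of 2711 cells. The T cell genes Dapl1, Bcl11b and Cd3e fell most with IR in WT blood, by 5.03, 4.18 and 3.89, from 127, 106 and 101 UMIs. Orm1 and Saa3 were higher in the cells labelled cKO in blood control, by 5.40 and 4.15. Orm1 then fell by 5.26 with IR in those cells. In tumor, Fcrls and Gzmc fell with IR in WT by 4.06 and 3.95, from UMIs in 135 and 43 of 2351 cells, and Slc27a3 was higher by 2.62 in cKO than in WT after IR. Spc24 rose by 3.76 with IR in WT blood and Birc5 by 4.05 in cKO blood, and Thy1 was lower by 3.26 in cKO than in WT blood control.

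Sex genes pointed to male cells in every group. Xist held at most 3 UMIs in any group, while Ddx3y held 859 to 1712 and Eif2s3y, Kdm5d and Uty were present in all 8. Nnt held 12 to 54 UMIs per group.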

Values the study reported

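The study grouped its cells into 19 populations. It removed cells with fewer than 200 genes or more than 25% mitochondrial counts, and used 40 principal components. Tumors received 20 Gy.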

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

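Of the tests in this part, only the Lyz2 test of the copied barcodes was chosen before its result was seen. Several others read alternatives that were set before the data were examined, but their use as tests was chosen after, as were the remaining tests. The design names tissue, IR and genotype as biological differences. With 1 library per tissue and treatment, tissue and IR cannot be separated from differences between libraries. Genotypes were compared within each library, but with 1 pool of mice each.

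Barcodes with few hashtag UMIs held a signal in gene UMIs that the comparisons did not use. There were 7327 of them in tumor control and 4958 in tumor IR, against 11 in each blood library. At most 25 of either set carried hashtags in a blood matrix, which argues against barcodes shared by chance. At least 99.9% carried hashtags in the other tumor matrix, which argues against cells that took up no antibody. In 100% of these barcodes, the gene profile correlated more with the same barcode in the other tumor matrix than with another barcode there. Lyz2 in these copies followed the genotype that the other matrix gave: the log2 ratio nearest 0 between copies of cKO and of WT cells was −6.96. With the profiles already matched, the Lyz2 test adds little of its own. A candidate explanation is therefore that molecules of each tumor library were counted in the other tumor matrix. At which step this happened was not tested, and no biological explanation was tested.

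The proliferation list moved in opposite directions in several pairs of contrasts, and the differences were not tested. Between blood and tumor, the medians differed by 2.43 for IR in WT, by 4.65 for IR in cKO and by 1.63 for cKO against WT after IR. Between control and irradiated tumor, the medians of cKO against WT differed by 2.17. Both signs of each pair were kept in all 9 alternatives of the first 3 pairs and in all 11 of the last. A different mix of classes was weighed for the tumor pair. Within macrophage-like cells alone the medians were 1.63 in control and −1.16 after IR, which argues against the mix of classes as the whole source. A different mix of clusters inside the class stays open: cluster 16, led by cycling genes, held 26 WT and 123 cKO cells in control tumor and 8 and 2 after IR. Tissue, IR and genotype stay open as untested.

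For the NF-κB target list, blood and tumor went in opposite directions, and the differences were not tested. The medians differed by −0.51 for IR in WT and by −0.85 for cKO against WT in control, with both signs kept in all 9 alternatives. Within macrophage-like cells of tumor control the median of cKO against WT was 0.45, and within neutrophil-like cells of blood control it was −0.52. Within monocyte-like cells of blood control it was 0.0096, and neutrophil-like cells there lay in different clusters by genotype. A different mix of cells and a change within cells therefore cannot be told apart. Tissue stays open as untested.

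The MHC class II list went in opposite directions for cKO against WT in control and irradiated tumor, a difference of −0.65 that was not tested. Both signs were kept in all 11 alternatives. Within macrophage-like cells the medians were −0.46 in control and 0.033 after IR. The median after IR lies so near 0 that a different mix of classes and a change within cells cannot be told apart.

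Chemokines and receptors named by the study moved in opposite directions for cKO against WT after IR in blood and tumor, a difference of −0.78, and in control and irradiated tumor, a difference of −0.74. Neither difference was tested. Both signs were kept in 9 of 9 and in 10 of 11 alternatives. Within macrophage-like cells of irradiated tumor the median was 0.031, so a different mix of classes and a change within cells cannot be told apart here either.

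The share of neutrophil-like cells in tumor was higher in cKO without IR and lower with IR, a difference of 5.95 points that was not tested. Both signs were kept in 8 of 9 alternatives, and the order-of-magnitude threshold gave 0 points in control. Under the hashtag rules tried, the difference nearest 0 after IR was −3.25 points, which argues against hashtag calls as the whole source. These cells held few UMIs, so calling of cells stays open, as does genotype.

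Ythdf2 in the cells labelled cKO rose with IR in blood and fell in tumor, a difference of 0.33 that was not tested. Both signs were kept in 7 of 8 alternatives. With TMM factors the tumor ratio became 0.030, but macrophage-like cells alone gave −0.59, a fall larger than the shift that TMM factors brought to all cells. Cluster 10 held 339 macrophage-like cells labelled cKO in control and 62 after IR, and cluster 2 held 112 and 1174. Scaling to all gene UMIs, a different mix of clusters and a change within macrophage-like cells cannot be told apart here.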

How the results depend on the processing

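The midpoint rule for hashtags, clustering without Ythdf2, Lyz1 and Lyz2, the added copies of the other tumor matrix and the pooled tumor comparison without the hashtag minimum were chosen only after the results were seen. Over all results and alternatives, 2907 of 3658 values stayed within the counting interval of the reported value (counts of genes within 1.5 times). Another 691 moved beyond it in the same direction or without a called sign, and 60 reversed a called sign. Signs also changed among values not counted as reversed. The monocyte-like share difference of cKO against WT in control blood kept its sign in 2 of 8 alternatives, with 0 counted as reversed. Where a value moved or reversed, the cause was not tested, except where the alternative itself shows it, as with a lower UMI minimum, which counts more genes. A test of genotype paired by library was not run. Cells labelled cKO and WT were compared within each library, and the report gives the genes past the limit in the same direction in all 4. At resolution 0.4 no cluster was named monocyte-like or nonclassical monocyte-like, so those differences have no value there. For lists with no measured member, or classes with fewer than 100 cells in a group, no value exists either.

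Among the directions that held in every alternative run were those of Ythdf2 and the proliferation list between the genotypes, the proliferation list after IR, the interferon list after IR in tumor, and the neutrophil-like share after IR. Ythdf2 was higher in the cells labelled cKO by 2.66 to 3.50 in tumor control. The interferon list rose by 2.57 to 2.85 with IR in WT tumor and by 3.62 to 3.89 in cKO tumor. The macrophage-like share was higher in cKO after IR by 1.73 to 21.1 points.

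The order-of-magnitude threshold alone kept 328 of 376 values within their counting interval, moved 48 and reversed 0. Medians became −0.45 (interferon) for cKO against WT in control blood and 0.19 (NF-κB) for IR in WT tumor. Medians became −2.52 (proliferation) and −0.17 (MHC class II) for IR in cKO tumor. The median became 0.43 (NF-κB) for cKO against WT in control tumor. The share difference became 7.85 points (nonclassical monocyte-like) for cKO against WT in control blood. Share differences became −11.5 points (macrophage-like) and 1.78 points (neutrophil-like) for IR in WT tumor. Share differences became 3.44 points (macrophage-like) and 0.823 points (neutrophil-like) for IR in cKO tumor. The share difference became 0 points (neutrophil-like) for cKO against WT in control tumor. Share differences became 21.1 points (macrophage-like) and −0.958 points (neutrophil-like) for cKO against WT in irradiated tumor. Pearson r became −0.0982.

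Taking every barcode with 500 UMIs and 200 genes kept 356 of 380 values within their counting interval, moved 23 and reversed 1. The macrophage-like share (from 8.99 to −6.29 points) reversed for IR in cKO tumor. Medians became −0.67 (MHC class II) for IR in cKO blood, −0.52 (MHC class II) for cKO against WT in control tumor and 0.0072 (NF-κB) for cKO against WT in irradiated tumor. Share differences became 1.32 points (monocyte-like) for IR in WT blood and 2.60 points (monocyte-like) for IR in cKO blood. Share differences became 0.935 points (monocyte-like) and 4.84 points (nonclassical monocyte-like) for cKO against WT in control blood. Share differences became 2.21 points (monocyte-like) and 0.440 points (nonclassical monocyte-like) for cKO against WT in irradiated blood. The share difference became −16.8 points (macrophage-like) for IR in WT tumor. Pearson r became −0.327.

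A limit of 10% mitochondrial UMIs kept 366 of 376 values within their counting interval, moved 10 and reversed 0. Medians became 0.51 (NF-κB) for cKO against WT in control tumor and 0.0099 (NF-κB) for cKO against WT in irradiated tumor. The share difference became −3.43 points (macrophage-like) for IR in WT tumor. Spearman rho became −0.374.

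Leaving out Scrublet removal kept 350 of 380 values within their counting interval, moved 30 and reversed 0. Medians became 2.80 (interferon) for IR in WT tumor and −0.18 (MHC class II) for IR in cKO tumor. Share differences became 4.60 points (nonclassical monocyte-like) for cKO against WT in control blood and 0.424 points (nonclassical monocyte-like) for cKO against WT in irradiated blood.

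The margin rule for hashtags kept 251 of 371 values within their counting interval, moved 107 and reversed 13. Arg1 (from 0.63 to −0.0045), Ccr2 (from 0.091 to −0.0052), Cd209a (from −1.66 to 0.40) and Il10 (from 0.22 to −0.14) reversed for cKO against WT in control tumor. Ccl2 (from 0.052 to −0.16), Cd209a (from −1.30 to 0.99), Nr4a1 (from 0.055 to −0.069) and Vegfa (from 0.15 to −0.083) reversed for cKO against WT in irradiated tumor. Metrnl (from −0.067 to 0.033) reversed for IR in cKO tumor. The dendritic cell-like share (from −2.12 to 0.916 points) reversed for IR in WT tumor. The macrophage-like share (from 8.99 to −2.39 points) reversed for IR in cKO tumor. The macrophage-like share (from 8.97 to −16.3 points) and the dendritic cell-like share (from −2.29 to 1.18 points) reversed for cKO against WT in control tumor. Medians became −0.56 (MHC class II) for IR in WT blood and −0.041 (MHC class II) for cKO against WT in irradiated blood. Medians became 2.62 (interferon) and 0.24 (p53) for IR in WT tumor. Medians became 3.83 (interferon), −0.10 (MHC class II) and 0.47 (chemokines) for IR in cKO tumor. Medians became 0.30 (NF-κB), 1.03 (proliferation), −0.65 (MHC class II) and −0.66 (chemokines) for cKO against WT in control tumor. Medians became −0.17 (NF-κB), 0.091 (p53), −1.19 (proliferation), 0.013 (MHC class II) and 0.30 (chemokines) for cKO against WT in irradiated tumor. Ythdf2 moved to 2.85 for cKO against WT in control tumor. Share differences became 0.212 points (nonclassical monocyte-like) for cKO against WT in irradiated blood, −20.4 points (macrophage-like) for IR in WT tumor and 5.16 points (neutrophil-like) for IR in cKO tumor. Share differences became 1.73 points (macrophage-like) and −3.25 points (neutrophil-like) for cKO against WT in irradiated tumor. Genes past the limit numbered 825 for cKO against WT in control tumor. Pearson r became −0.576 and Spearman rho became −0.564. Cells numbered 996 in tumor control WT.

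The midpoint rule for hashtags kept 293 of 380 values within their counting interval, moved 81 and reversed 6. Ccl2 (from 0.052 to −0.071), Cd209a (from −1.30 to 0.25) and Nr4a1 (from 0.055 to −0.011) reversed for cKO against WT in irradiated tumor. Metrnl (from −0.067 to 0.030) reversed for IR in cKO tumor. The nonclassical monocyte-like share (from 2.31 to −0.130 points) reversed for cKO against WT in irradiated blood. The macrophage-like share (from 8.99 to −14.5 points) reversed for IR in cKO tumor. Medians became −0.56 (MHC class II) for IR in WT blood and −0.037 (MHC class II) for cKO against WT in irradiated blood. Medians became 2.81 (interferon) and −0.61 (MHC class II) for IR in WT tumor. Medians became 3.87 (interferon), −0.11 (MHC class II) and 0.47 (chemokines) for IR in cKO tumor. Medians became 1.07 (proliferation) and −0.47 (MHC class II) for cKO against WT in control tumor. Medians became −0.12 (NF-κB), 0.090 (MHC class II) and 0.34 (chemokines) for cKO against WT in irradiated tumor. Ythdf2 moved to −0.24 for IR in WT tumor and 2.66 for cKO against WT in control tumor. The share difference became −1.32 points (nonclassical monocyte-like) for IR in WT blood. Share differences became 0.613 points (monocyte-like) and 4.87 points (nonclassical monocyte-like) for cKO against WT in control blood. Share differences became 2.14 points (monocyte-like) for cKO against WT in irradiated blood, −13.6 points (macrophage-like) for IR in WT tumor, 5.14 points (neutrophil-like) for IR in cKO tumor and 8.99 points (macrophage-like) for cKO against WT in irradiated tumor. Pearson r became −0.393.

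Louvain resolution 0.4 kept 14 of 18 values within their counting interval, moved 4 and reversed 0. Share differences became −3.91 points (macrophage-like) for IR in WT tumor, 4.61 points (macrophage-like) for cKO against WT in control tumor and 15.2 points (macrophage-like) for cKO against WT in irradiated tumor. Pearson r became −0.183.

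Louvain resolution 1.2 kept 14 of 26 values within their counting interval, moved 10 and reversed 2. The nonclassical monocyte-like share (from 2.31 to −0.254 points) reversed for cKO against WT in irradiated blood. The macrophage-like share (from 8.99 to −5.45 points) reversed for IR in cKO tumor. Share differences became 1.55 points (monocyte-like) and −0.546 points (nonclassical monocyte-like) for IR in WT blood. Share differences became 2.25 points (monocyte-like) and −4.23 points (nonclassical monocyte-like) for IR in cKO blood. Share differences became 2.09 points (monocyte-like) and 3.43 points (nonclassical monocyte-like) for cKO against WT in control blood. Share differences became 2.79 points (monocyte-like) for cKO against WT in irradiated blood and −16.1 points (macrophage-like) for IR in WT tumor. Pearson r became −0.155 and Spearman rho became −0.300.

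Clustering without Ythdf2, Lyz1 and Lyz2 kept 19 of 26 values within their counting interval, moved 6 and reversed 1. The macrophage-like share (from 8.99 to −12.8 points) reversed for IR in cKO tumor. Share differences became 0.806 points (monocyte-like) and 4.64 points (nonclassical monocyte-like) for cKO against WT in control blood. Share differences became 2.10 points (monocyte-like) and 0.333 points (nonclassical monocyte-like) for cKO against WT in irradiated blood. The share difference became −20.7 points (macrophage-like) for IR in WT tumor. Pearson r became −0.377.

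Scaling by TMM factors kept 256 of 346 values within their counting interval, moved 86 and reversed 4. Ccl2 (from −0.12 to 0.075), Metrnl (from −0.067 to 0.13), Nfkb1 (from −0.075 to 0.12) and Ythdf2 (from −0.16 to 0.030) reversed for IR in cKO tumor. Medians became 0.56 (interferon), −0.47 (NF-κB), −0.71 (MHC class II) and 0.063 (chemokines) for IR in cKO blood. The median became −0.0032 (MHC class II) for cKO against WT in irradiated blood. Medians became 2.85 (interferon), 0.38 (NF-κB), 0.27 (p53), −0.35 (proliferation), −0.54 (MHC class II) and 0.17 (chemokines) for IR in WT tumor. Medians became 3.89 (interferon), 0.12 (NF-κB), 0.55 (p53), −2.49 (proliferation), 0.058 (MHC class II) and 0.78 (chemokines) for IR in cKO tumor. Medians became 0.53 (NF-κB), 1.06 (proliferation), −0.58 (MHC class II) and −0.41 (chemokines) for cKO against WT in control tumor. Ythdf2 moved to 0.10 for IR in cKO blood and 0.13 for IR in WT tumor.

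Subtraction of the ambient profile kept 297 of 342 values within their counting interval, moved 44 and reversed 1. Lyz2 (from −0.019 to 0.0036) reversed for IR in WT blood. Medians became 0.21 (chemokines) for IR in cKO blood and 3.83 (interferon) for IR in cKO tumor. Ythdf2 moved to 3.59 for cKO against WT in irradiated blood, 3.10 for cKO against WT in control tumor and 2.99 for cKO against WT in irradiated tumor.

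A minimum of 20 UMIs kept 46 of 56 values within their counting interval, moved 10 and reversed 0. Medians became −0.50 (chemokines) for IR in WT blood and −0.062 (chemokines) for IR in cKO blood. Genes past the limit numbered 393 for IR in WT blood, 411 for IR in cKO blood, 532 for cKO against WT in control blood, 275 for cKO against WT in irradiated blood, 1051 for IR in WT tumor, 3149 for IR in cKO tumor, 932 for cKO against WT in control tumor and 462 for cKO against WT in irradiated tumor.

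Neutrophil-like cells alone kept 35 of 119 values within their counting interval, moved 70 and reversed 14. Ccl2 (from −0.37 to 0.11) and Lyz2 (from −0.019 to 0.28) reversed for IR in WT blood. Ccl2 (from 0.052 to −0.16), Cmpk2 (from 0.28 to −0.024), Ddx3y (from 0.20 to −0.16), Inhba (from 0.35 to −0.32) and Rsad2 (from −0.089 to 0.21) reversed for cKO against WT in irradiated tumor. Ccr2 (from 0.32 to −0.30), Ly6c2 (from 0.74 to −0.63) and Metrnl (from −0.12 to 0.40) reversed for IR in cKO blood. Ccr2 (from 0.31 to −0.011) and Ly6c2 (from −0.054 to 0.0075) reversed for cKO against WT in irradiated blood. Ly6c2 (from −0.24 to 1.04) reversed for cKO against WT in control blood. The p53 list (from 0.20 to −0.093) reversed for cKO against WT in irradiated tumor. Medians became 0.87 (interferon) and −0.47 (chemokines) for IR in WT blood. Medians became 1.07 (interferon), −0.016 (NF-κB) and 0.50 (p53) for IR in cKO blood. Medians became −0.50 (interferon), −0.52 (NF-κB), −0.25 (p53) and −0.22 (chemokines) for cKO against WT in control blood. The median became −0.30 (NF-κB) for cKO against WT in irradiated blood. Medians became 0.072 (interferon), −0.28 (NF-κB) and 0.064 (MHC class II) for cKO against WT in irradiated tumor. Genes past the limit numbered 46 for IR in WT blood, 29 for cKO against WT in irradiated blood and 13 for cKO against WT in irradiated tumor.

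Monocyte-like cells alone kept 40 of 111 values within their counting interval, moved 60 and reversed 11. Cmpk2 (from 0.45 to −0.012), Rela (from −0.19 to 0.032) and Rsad2 (from 0.60 to −0.93) reversed for IR in WT blood. Eif2s3y (from 0.27 to −0.0044) and Rsad2 (from 0.75 to −0.32) reversed for IR in cKO blood. Eif2s3y (from −0.18 to 0.079) reversed for cKO against WT in control blood. Elane (from −2.37 to 0.63) reversed for cKO against WT in irradiated blood. The interferon list (from 0.52 to −0.23) and the MHC class II list (from −0.62 to 0.55) reversed for IR in WT blood. The NF-κB list (from −0.25 to 0.0096) reversed for cKO against WT in control blood. The interferon list (from −0.20 to 0.027) reversed for cKO against WT in irradiated blood. The median became 2.60 (proliferation) for IR in WT blood. Medians became 0.024 (interferon), −0.95 (NF-κB), 2.73 (proliferation) and −0.49 (MHC class II) for IR in cKO blood. The median became 0.89 (MHC class II) for cKO against WT in control blood. Medians became −0.30 (NF-κB), 0.94 (proliferation) and −0.11 (MHC class II) for cKO against WT in irradiated blood. Ythdf2 moved to 0.10 for IR in cKO blood. Genes past the limit numbered 57 for IR in WT blood, 70 for IR in cKO blood, 47 for cKO against WT in control blood and 25 for cKO against WT in irradiated blood.

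Macrophage-like cells alone kept 50 of 153 values within their counting interval, moved 96 and reversed 7. Ccl2 (from −0.12 to 0.24) and Ccr2 (from 0.31 to −0.011) reversed for IR in cKO tumor. Ccl2 (from 0.052 to −0.11), Ccl5 (from 0.41 to −0.16) and Vegfa (from 0.15 to −0.091) reversed for cKO against WT in irradiated tumor. Nfkb1 (from 0.10 to −0.0091) reversed for IR in WT tumor. The chemokines list (from −0.34 to 0.018) reversed for cKO against WT in control tumor. Medians became 2.57 (interferon), 0.10 (NF-κB), 0.30 (p53), −1.62 (proliferation), −0.94 (MHC class II) and −0.16 (chemokines) for IR in WT tumor. Medians became −0.37 (NF-κB), −4.65 (proliferation), −0.57 (MHC class II) and 0.19 (chemokines) for IR in cKO tumor. Medians became −1.31 (interferon), 0.45 (NF-κB), 1.63 (proliferation) and −0.46 (MHC class II) for cKO against WT in control tumor. Medians became −0.26 (interferon), −0.095 (NF-κB), −1.16 (proliferation), 0.033 (MHC class II) and 0.031 (chemokines) for cKO against WT in irradiated tumor. Ythdf2 moved to −0.59 for IR in cKO tumor, 3.50 for cKO against WT in control tumor and 2.97 for cKO against WT in irradiated tumor. Genes past the limit numbered 1073 for IR in cKO tumor, 282 for cKO against WT in control tumor and 29 for cKO against WT in irradiated tumor.

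Adding each tumor cell's UMIs in the other tumor matrix kept 182 of 185 values and moved 3, with 0 reversed. Without an added UMI, 8 of 8 values stayed. Without the hashtag minimum, 11 genes instead of 1918 passed the limit for IR in tumor with both genotypes pooled, because the barcodes of each tumor matrix then appear in both. With WT+IR cells split at random into 2 equal parts, so that no cell entered both contrasts, both correlations stayed within their interval. IR in cKO set beside IR in WT gave Pearson r 0.853 and Spearman rho 0.866. Depth limits what could be seen: genes under 100 UMIs over both groups were not counted, and the lists of 5 to 8 genes had few measured members in blood.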

Other observations

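Of the tests in this part, 4 kinds were chosen before their results were seen. These were the tests of recombination, of HTODemux negatives, of immunoglobulin and haemoglobin genes and of immature neutrophil genes. Some of the others read label genes or alternatives set before the data were examined, but their use as tests was chosen after, as were the remaining tests.

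Ythdf2 UMIs were higher, not lower, in the cells labelled cKO. Lyz2 argues against swapped hashtag labels, since its log2 ratio nearest 0 over the 4 libraries was −6.61 in the direction that the labels give. A different mix of classes was argued against by the smallest Ythdf2 ratio among the 3 classes taken alone, 2.97. Genes within 1 Mb of Ythdf2 had medians of at most 0.126, which argues against a change across the region. Recombination in cells that use the Lyz2 promoter was weighed by the lymphoid-like cells, which should lack the rise. In lymphoid-like cells the ratio was 0.40 (−0.05 to 0.86), against 3.36 (3.30 to 3.42) in myeloid-like cells, and in fibroblast-like cells it was −0.11 (−0.34 to 0.12). The lymphoid-like cells labelled WT held Lyz2 at 1712 CPM, however, so they were not free of Lyz2. T cell-like cells labelled WT held 5246 CPM, and their Ythdf2 ratio of 0.00 (−1.04 to 0.98) goes against recombination if that Lyz2 was their own. NK cell-like cells, with 57.7 CPM, had a ratio of 0.41 (−0.16 to 0.98). B cell-like cells, with 1878 CPM, had 1.15 (−0.24 to 2.98), and dendritic cell-like cells, with 3840 CPM, had 2.20 (1.99 to 2.44). Recombination and other sources of the rise cannot be told apart here, and 3′ tags do not show which exons the transcripts held.

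Lyz1 rose by at least 3.95 on the log2 scale in the cells labelled cKO, while its paralog Lyz2 fell. Reads of intact Lyz2 transcripts counted as Lyz1 would make Lyz1 fall with Lyz2, so the rise argues against them. Few cells carried the rise: Lyz1 UMIs were found in 186 of 3709 cells labelled cKO in blood control, where Lyz2 UMIs were found in 3702 of 4513 cells labelled WT. An altered Lyz2 transcript read as Lyz1 would have to be limited to those few cells. It stays open in that form, as does a true rise of Lyz1.

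In tumor IR, HTODemux left 1227 barcodes without a hashtag. Their Lyz2 level lay 7.35% of the way from the cKO to the WT level. They held a median of 553 cKO and 48 WT hashtag UMIs, against 1368 and 54 in barcodes called cKO. Cells of the cKO mice with fewer cKO hashtag UMIs than those called cKO are a candidate explanation. Cells of the cKO mice were then lost more often than cells of the WT mice. In tumor IR the midpoint rule called 1056 further cKO cells (Lyz2 at 249 CPM) and 60 further WT cells (4041 CPM). Unnamed cells numbered 503 of 2711 cKO cells with HTODemux and 900 of 3757 with the midpoint rule, which was clustered anew. All reported values of cKO cells in irradiated tumor rest on the cells that HTODemux kept. Cd209a, lower in the cells labelled cKO in tumor with the reported hashtag rule, reached a ratio of 0.99 under another one. That value was in irradiated tumor, where the midpoint rule gave 0.25. In control tumor the margin rule gave 0.40, and the sign was kept in 8 of 9 alternatives. The fall of Cd209a after IR could therefore come from hashtag calls, and in control this rests on the margin rule alone.

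Single cells carried some of the largest changes. For immunoglobulin genes, at least 99.7% of the UMIs in the group concerned were in 5 cells, and for haemoglobin genes at least 91.6%. A few antibody-producing cells and a few cells holding red cell RNA are candidate explanations.

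Immature neutrophil genes (Ngp, Camp, Ltf, Lcn2 and Mmp8, chosen after their values were seen) were higher in the cells labelled cKO in blood control, with a median log2 ratio of 2.79, and their median was −1.32 after IR. With IR they rose in WT (1.21) and fell in cKO (−2.30). Under another hashtag rule the smaller median in control was 2.77, and after subtraction of free RNA it was 2.88, which argues against hashtag calls and free RNA as the source. Small clusters held many of the cells concerned, so a different mix of cells stays open: cluster 19, led by Ltf, Ngp and Camp, held 9 WT and 61 cKO cells in blood control and 15 and 5 after IR, and cluster 11 held 25 and 411, then 22 and 37. Variation between pools of mice was not tested, and genotype stays open.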
